A study of Sus scrofa with 24 samples. Its data were reported in "The effects of starter microbiota and the early life feeding of medium chain triglycerides on the gastric transcriptome profile of 2- or 3-week-old cesarean delivered piglets" (2017).

How the data were processed

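Gene expression was measured in the oxyntic mucosa of 24 piglets delivered by caesarean section and killed at 3 weeks of age, with 1 Affymetrix Porcine Gene 1.1 ST array per piglet. The sample titles gave the group of each piglet, CA CON, CA MCT, SA CON or SA MCT, with 6 piglets in each. CA piglets had been given diluted sow faeces after a starter of known strains and SA piglets a placebo after the same starter. Each piglet had its own number and nothing was paired. The study describes the litters as balanced over the groups, so that groups shared litters, but the labels named no litter, sex, pen, array strip or scan date for any piglet and the model takes none into account. Per the labels the CA and SA groups were housed in different rooms, in which case the room cannot be separated from the microbiota. The study writes that each pen or room held 3 piglets per group, which leaves open whether groups shared rooms. All comparisons take the piglets of a pen as independent. The labels' treatment text also describes jejunal samples of older piglets, and the tissue and age were taken from the entries of each sample.

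The deposited values were on an intensity scale. Per the labels the authors summarised the scanned arrays by Robust Multichip Analysis, which corrects the background, normalizes the quantiles and summarises the probes of a transcript cluster, and the deposited intensity was the result on a linear scale. A log2 scale had been assumed when the tests were chosen, so log2 of the deposited intensity was taken and the limma test was kept. The file held 27558 transcript clusters, of which 11967 carried 1 gene symbol in the annotation table used here. Clusters with several symbols (373) or a symbol in conflict with the Entrez gene (7) were left out, and where a symbol had more than 1 cluster (966 symbols) the one with the highest mean was kept, which left 10900 genes. The median intensity per array was 23.13 to 26.4.

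All 24 arrays were fitted in 1 model of the 4 group means with limma 3.58.1 in R 4.3.3, with moderated t tests on 20 residual degrees of freedom and Benjamini-Hochberg adjustment over the 10900 genes. There were 7 comparisons: CA against SA over both diets and within each diet, MCT against CON over both associations and within each association, and the interaction, the difference between CA and SA on MCT minus that on CON. A gene passed at an adjusted p under 0.05. Standard errors are those of limma.

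Gene lists for cell types, immune signals, growth, protein synthesis and metabolism, 43 in all with the study's list of oxyntic mucosa genes, were written down together with the tests, other settings to try and the rule for naming genes before the data were examined. The 41 lists with at least 5 measured genes were tested by Gene Set Enrichment Analysis (GSEA) on genes ranked by moderated t, with fgsea 1.28.0 and 100000 permutations of the genes, and called at an adjusted p under 0.05. The lists of mast cells and erythroid cells had 4 measured genes each and were not tested. The lowest adjusted p values of GSEA (0.000151 to 0.000432, depending on the comparison) are the smallest that this number of permutations gives. Permuting genes takes them as independent, so each list was also tested by camera of limma with a preset correlation of 0.01 between genes and with a correlation estimated from the arrays. In a further test, added later, the mean of each list was formed per piglet and the piglets were permuted between groups, over all 924 regroupings for 6 against 6 (smallest p 0.00216, which gives 1 list alone an adjusted p of 0.0887, so that 1 list cannot pass by itself) and otherwise over 100000 resamples. The members of each list were also tested with the adjustment made over the list alone.

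The genes named were those that passed, the 5 with the highest and the 5 with the lowest moderated t in each comparison, the 4 leading members of each called list in its direction, and the genes that the study's text names, in the comparisons for which it names them (MMP3 and CXCL11 also between diets in SA piglets, and 4 chemokine and protease genes in the interaction). JCHAIN, which it also names, had no cluster under this symbol here. Other ways of processing were fixed beforehand. For genes and lists, all clusters of a symbol were averaged, the 40% of clusters with the lowest mean were left out and arrays were weighted by limma. For genes alone, all arrays were normalized again by quantiles, the spread was modelled with an intensity trend, and all clusters were tested whether named or not. The comparisons of 6 against 6 were fitted on their own 12 arrays. For lists alone, genes were ranked by signal to noise (for the interaction by the log2 difference). The SD in signal to noise had a floor, a fixed share of the group mean of the log2 values. This floor lies above the spread of most genes. The ranking therefore follows the log2 difference relative to the level and depends little on the spread between piglets. The thresholds of the study, a false discovery rate under 25% with an unadjusted p under 0.05, were applied. Chosen after the data had been seen were the permutation of piglets and the fits without each piglet in turn, without pigs 4 and 10 and without pigs 4 and 22, and the means of 3 lists without pig 4, pig 22 or both.

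The scripts were tested on simulated data before use. For MCT against CON in SA piglets, 30 of 50 genes shifted by 0.5 log2 units were recovered, and 50 of 50 at each of 1, 1.5 and 2, while 9 of 9955 unchanged genes were called. Lists shifted by 0.4 were called by GSEA (adjusted p = 0.00042 for each) and lists shifted by 0.2 were not (adjusted p = 0.062 and 0.0991). Camera with an estimated correlation called the lists shifted by 0.2 (adjusted p = 0.00108 and 0.00154), on genes simulated without correlation. For MCT against CON in CA piglets 0 of 41 unchanged lists were called. The simulated genes were independent of each other, which those of real arrays are not, and the lists shifted by 0.4 were added after a first run with 0.2 alone.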

Results

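The series held 24 arrays of total RNA from the oxyntic mucosa, the acid-secreting part of the stomach lining, each from 1 piglet killed at 3 weeks of age. The piglets were born by caesarean section and formed 4 groups of 6, given by a complex (CA) or simple (SA) association with microbiota and by a control diet (CON) or a diet with medium chain triglycerides (MCT). Per the study, coconut oil took the place of soy oil and palm oil in the MCT diet, so fat was exchanged rather than added. A difference between the diets cannot be assigned to the oil put in or to the oils taken out. Pigs 1 to 6 were CA CON, pigs 7 to 12 CA MCT, pigs 13 to 18 SA CON and pigs 19 to 24 SA MCT. CA piglets had received diluted sow faeces and SA piglets a placebo, and per the labels the associations were kept in separate rooms, in which case a difference between CA and SA cannot be told apart from a difference between rooms. After 1 transcript cluster was kept per gene symbol, 10900 genes were compared. The median intensity per array lay between 23.13 and 26.4. Differences below are on the log2 scale with their standard errors (n = 6 piglets per group), positive where the first group named was higher, and NES is the normalized enrichment score of a gene list.

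The array of CA CON pig 4 stood apart, with a median correlation of 0.946 with the other arrays, followed by CA MCT pig 10 (0.975) and SA MCT pig 22 (0.981). The other 21 arrays lay between 0.987 and 0.992. All arrays stayed in the comparisons, and each list call and each count was recomputed without each piglet in turn, a test chosen after these values had been seen.

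**Figure D1:**
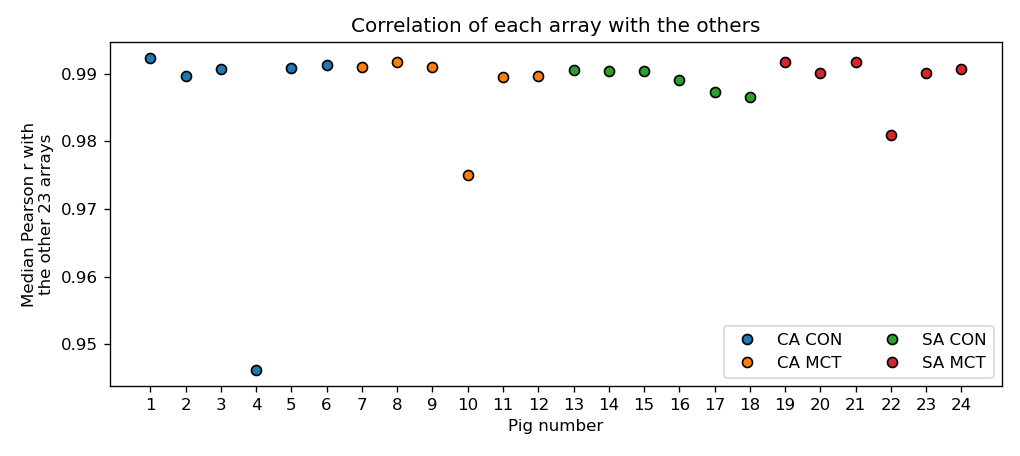
Median Pearson correlation of the log2 values of each array with the other 23 arrays (y axis, no unit) against the pig number (x axis), with 1 point per piglet coloured by group. Pig 4 had the lowest value at 0.946, then pig 10 at 0.975 and pig 22 at 0.981.

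The first comparison asked how the type of early microbiota affected the oxyntic mucosa over both diets. Genes of growth and protein synthesis were lower in CA piglets by GSEA, while 0 genes passed and with the correlation between genes estimated from the arrays the lists had adjusted p = 0.308 to 0.771. All 28 measured ribosome biogenesis genes, which process ribosomal RNA, had lower values in CA (NES -2.67, adjusted p = 0.000216), led by WDR75 (-0.20 ± 0.055), UTP20 (-0.23 ± 0.078), EBNA1BP2 (-0.44 ± 0.16) and BYSL (-0.15 ± 0.064). Of 30 DNA replication genes 29 were lower (NES -2.60, adjusted p = 0.000216), with TIPIN (-0.28 ± 0.079), MCM4 (-0.28 ± 0.089), RFC3 (-0.19 ± 0.072) and CHAF1B (-0.23 ± 0.092) in front. The unfolded protein list, chaperones and stress factors of the endoplasmic reticulum, was lower in 26 of 29 genes (NES -2.56, adjusted p = 0.000216), as in PDIA4 (-0.15 ± 0.056), CHAC1 (-0.58 ± 0.24), DDIT3 (-0.17 ± 0.076) and MANF (-0.24 ± 0.11). These 3 calls were lost when the correlation between genes was estimated from the arrays (adjusted p = 0.308 with an estimated correlation for each).

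Protein secretion genes, which carry cargo through the Golgi, were lower in 24 of 26 cases (NES -2.14, adjusted p = 0.000309), led by SEC23B (-0.23 ± 0.073), COPB1 (-0.15 ± 0.053), LMAN1 (-0.21 ± 0.074) and MCFD2 (-0.11 ± 0.047). The proteasome list was lower in 13 of 14 genes (NES -2.05, adjusted p = 0.00146), led by PSMA4 (-0.23 ± 0.063), PSMC2, PSMB6 and PSMB5 (-0.12 to -0.14), and cholesterol synthesis in 13 of 14 (NES -1.92, adjusted p = 0.00597), led by HMGCS1 (-0.26 ± 0.093), NSDHL, STARD4 and FDPS (-0.14 to -0.18). Each of these 3 lists had adjusted p = 0.308 with an estimated correlation. Heat shock genes (NES -2.02, adjusted p = 0.00166), led by CHORDC1 (-0.21 ± 0.084), HSPH1, BAG3 and FKBP4 (-0.10 to -0.31), antioxidant genes (NES -2.02, adjusted p = 0.00166), led by SRXN1 (-0.50 ± 0.21), GCLM, GCLC and MSRA (-0.18 to -0.35), and mitosis genes (NES -2.05, adjusted p = 0.000762), led by BUB3 (-0.097 ± 0.053), MAD2L1, SGO1 and NUF2 (-0.17 to -0.20), were also lower. Adjusted p with an estimated correlation was 0.350, 0.372 and 0.771 in turn.

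Connective tissue genes were higher in CA by GSEA, and not with an estimated correlation (adjusted p = 0.308 to 0.576). All 15 measured fibroblast markers had higher values (NES 2.26, adjusted p = 0.000216), led by FN1 (0.23 ± 0.077), DCN (0.13 ± 0.059), COL6A3 (0.17 ± 0.079) and LUM (0.13 ± 0.065), and so did 23 of 30 matrix remodelling genes (NES 1.87, adjusted p = 0.00718), led by VCAN (0.14 ± 0.056), SPP1, IGFBP3 and MMP1 (0.14 to 0.51). Neutrophil markers (NES 1.72, adjusted p = 0.0397), led by CXCR2 (0.31 ± 0.13), S100A12, TREM1 and MPO (0.11 to 0.19), and respiratory chain genes (NES 1.88, adjusted p = 0.00694), led by COX7A2 (0.18 ± 0.080), NDUFB9, COX6C and COX6A1 (0.065 to 0.15), were higher too. With an estimated correlation the 4 lists had adjusted p = 0.308, 0.576, 0.308 and 0.726.

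The list of 19 oxyntic mucosa genes that the study drew from earlier tissue comparisons had 14 measured members and was not called (NES 0.855, adjusted p = 0.780, adjusted p = 0.918 with an estimated correlation). The study reported this list as higher in CA at both ages. SLC4A2, CLIC6, TFF1, PGB and CHIA, for which it gives values, had no cluster under these symbols among those used here. The list mean was 0.074 ± 0.099 in CA CON against -0.056 ± 0.29 in SA CON, and -0.063 ± 0.17 in CA MCT against 0.045 ± 0.15 in SA MCT (SD, n = 6). The value over both diets thus joins differences of opposite sign, and the list was called within neither diet. KCNJ15 (0.14 ± 0.084), IGF1 (0.17 ± 0.12), KCNJ13 (0.25 ± 0.21) and EGF (0.13 ± 0.18) were the members with the highest differences, LPL (0.094 ± 0.11), SLC2A4 (0.085 ± 0.14) and IGFBP5 (0.059 ± 0.082) followed, and the proton pump subunits ATP4A (-0.0036 ± 0.044) and ATP4B (0.020 ± 0.048) with their potassium channel partner KCNE2 (0.0075 ± 0.12) lay close to 0, where array weights turned ATP4A to 0.0045 and KCNE2 to -0.020. PGC (-0.062 ± 0.070), GHRL (-0.17 ± 0.11), AQP4 (-0.18 ± 0.19) and PHEROC (-0.39 ± 0.31) had negative values. At this age the study counted KCNJ15, IGF1, KCNJ13, EGF, LPL and SLC2A4, all positive here, among the core genes of its enrichment. It also counted KCNE2 there, and it saw no different expression of ATP4A and ATP4B at this age. Of the receptors that the study named, HTR1B (0.048 ± 0.16) and CHRNA2 (0.28 ± 0.14) did not pass.

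By limma, 0 genes passed an adjusted p of 0.05 (lowest 0.298), and 450 had an unadjusted p under 0.05 (192 higher and 258 lower in CA), against 545 that chance gives. When the values were quantile normalized again, 231 were higher and 204 lower. With array weights 1 gene passed, the ubiquitin ligase RNF5, lower in CA (adjusted p = 0.0301). The 5 genes with the highest moderated t were LOC100152327, ZSCAN9, AQP9, ITGB3 and CACNG5 (0.33 to 0.81) and the 5 with the lowest PIGA, PSMA4, WDR75, ACVR1C and RNF5 (-0.20 to -0.28). Adjusted over the list alone, WDR75 of the ribosome biogenesis list (0.0337) and PSMA4 of the proteasome list (0.0190) passed, and 0 members did in the other 39 lists or over all genes. GSEA called 13 of 41 lists, 4 higher and 9 lower, camera with a preset correlation 13 and with an estimated correlation 0, and the permutation of piglets 0 (lowest adjusted p 0.188). Of the 13 calls 8 held without any 1 of the 24 piglets. The call ended for neutrophil without pig 3, 4, 5, 7, 8, 9, 11, 12, 15, 20 or 22 (0.0525 to 0.259), matrix remodelling without pig 18 (adjusted p = 0.0693), mitosis without pig 2, 8, 10 or 18 (0.0793 to 0.812), respiratory chain without pig 6, 11, 12 or 18 (0.0519 to 0.0992) and antioxidant without pig 18 (adjusted p = 0.0734). Among the settings, ranking by signal to noise ended the calls of the fibroblast, neutrophil, matrix remodelling, proteasome, respiratory chain and heat shock lists (adjusted p 0.0733 to 0.410), array weights that of the neutrophil list (adjusted p = 0.283) and leaving out dim clusters that of the mitosis list (adjusted p = 0.0866). Leaving out pigs 4 and 10 together ended the calls of neutrophil (0.313) and mitosis (0.373), and leaving out pigs 4 and 22 ended the call of neutrophil (0.408).

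Within the CON diet, CA and SA piglets were compared on the feed in which soy and palm oil had not been replaced. Growth and secretory groups were again lower in CA, and interferon, chemokine, T cell, cytotoxic cell and neutrophil genes were higher, all by GSEA and with 0 genes that passed. With an estimated correlation these lists had adjusted p = 0.0861 to 0.862. All 28 ribosome biogenesis genes had lower values in CA CON (NES -2.93, adjusted p = 0.000203), led by WDR75 (-0.31 ± 0.078), UTP20 (-0.34 ± 0.11), GNL3 (-0.57 ± 0.19) and EBNA1BP2 (-0.63 ± 0.22). EBNA1BP2 lay at 0.647 times its SA CON level. The list mean was lower by the smallest p that the 924 regroupings can give (exact permutation p = 0.00216, adjusted p = 0.0887), and the list had adjusted p = 0.0861 with an estimated correlation. Chaperones of the unfolded protein list were lower in 28 of 29 genes (NES -2.86, adjusted p = 0.000203), among them PDIA4 (-0.27 ± 0.079), DNAJB11 (-0.34 ± 0.12), HSPA5 (-0.29 ± 0.099) and PDIA6 (-0.23 ± 0.079). HSPA5 is the main chaperone of the endoplasmic reticulum and the PDIA genes encode disulfide isomerases. Protein secretion genes were lower in 25 of 26 (NES -2.41, adjusted p = 0.000203), led by LMAN1 (-0.36 ± 0.10), SEC23B (-0.34 ± 0.10), SAR1A (-0.15 ± 0.065) and TMED10 (-0.18 ± 0.089). Each of the last 2 lists had adjusted p = 0.125 with an estimated correlation.

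DNA replication genes were lower in 29 of 30 (NES -2.79, adjusted p = 0.000203), led by MCM4 (-0.37 ± 0.13), RFC3 (-0.29 ± 0.10), TIPIN (-0.31 ± 0.11) and BLM (-0.31 ± 0.14), and had adjusted p = 0.384 with an estimated correlation. In cholesterol synthesis all 14 genes were lower (NES -2.11, adjusted p = 0.000680), led by HMGCS1 (-0.40 ± 0.13), NSDHL (-0.24 ± 0.091), SQLE (-0.28 ± 0.13) and ACAT2 (-0.38 ± 0.19), where HMGCS1 and SQLE catalyse early and committed steps of the pathway (adjusted p = 0.239 with an estimated correlation). Heat shock genes (NES -1.99, adjusted p = 0.00335), led by CHORDC1 (-0.29 ± 0.12), HSPH1, DNAJB1 and HSPA8 (-0.11 to -0.42), proteasome genes (NES -2.01, adjusted p = 0.00209), led by PSMC2 (-0.22 ± 0.081), PSMC6, PSMB6 and PSMA5 (-0.14 to -0.17), where PSMA5 turned to 0.020 with the mean of all its clusters, and mitosis genes (NES -1.85, adjusted p = 0.00442), led by SGO1 (-0.27 ± 0.14), BUB3, ESPL1 and NUF2 (-0.14 to -0.29), were lower as well. Their adjusted p values with an estimated correlation were 0.409, 0.502 and 0.862.

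Some immune lists were higher in CA CON than in SA CON by GSEA, and not with an estimated correlation, while those of TNF and NF-kB (adjusted p = 0.798), Toll-like receptors (0.798), myeloid cells (0.670), B cells (0.222), plasma cells (0.585) and complement (0.670) were not called. Chemokine and cytokine genes were higher in 29 of 36 (NES 1.80, adjusted p = 0.00791), led by CXCL11 (0.66 ± 0.23), CXCL10 (0.77 ± 0.30), CCL11 (0.51 ± 0.20) and IL15 (0.29 ± 0.17), where CXCL10 and CXCL11 attract T cells. The interferon gamma list (NES 2.13, adjusted p = 0.00106) was led by CXCL11 (0.66 ± 0.23), CXCL10 (0.77 ± 0.30), GBP1 (0.34 ± 0.16) and GBP2 (0.20 ± 0.095), and the type I interferon list (NES 2.09, adjusted p = 0.00124) by CXCL10 (0.77 ± 0.30), OAS1 (0.50 ± 0.24), IFIT3 (0.50 ± 0.31) and DTX3L (0.17 ± 0.11). With an estimated correlation these 3 lists had adjusted p = 0.0861, 0.384 and 0.564. T cell markers (NES 1.72, adjusted p = 0.0296) were led by CD5 (0.29 ± 0.14), CD6, SIT1 and CD8A (0.18 to 0.23), cytotoxic cell markers (NES 1.75, adjusted p = 0.0260) by KLRB1 (0.31 ± 0.15), GZMB, GZMA and GZMH (0.071 to 0.33), where GZMH turned to -0.0034 when the values were normalized again, and neutrophil markers (NES 1.77, adjusted p = 0.0194) by S100A8 (0.22 ± 0.11), S100A12, S100A9 and CXCR2 (0.21 to 0.28). Their adjusted p values with an estimated correlation were 0.522, 0.409 and 0.239. In CA CON pig 4 the mean of the neutrophil list was 0.45 and that of the B cell list 0.54, against group means of 0.092 ± 0.21 and 0.079 ± 0.23 (SD, n = 6).

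Respiratory chain genes were higher in 26 of 28 (NES 2.26, adjusted p = 0.000661), led by NDUFA2 (0.20 ± 0.087), COX7A2, COX6A1 and ATP5H (0.12 to 0.24), and had adjusted p = 0.502 with an estimated correlation. Fibroblast markers (NES 1.95, adjusted p = 0.00447), led by FN1 (0.24 ± 0.11), FAP, LUM and POSTN (0.15 to 0.27), and matrix remodelling genes (NES 1.67, adjusted p = 0.0265), led by IGFBP3 (0.27 ± 0.10), SPP1 (0.89 ± 0.33), VCAN (0.20 ± 0.079) and MMP3 (0.53 ± 0.22), were higher, each with adjusted p = 0.522 with an estimated correlation. MMP3 and CXCL11, which the study named for CA against SA, did not pass by themselves.

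Of single genes 0 passed by limma (lowest adjusted p 0.735), with 210 higher and 255 lower at an unadjusted p under 0.05, against 259 and 241 when quantile normalized again and 371 and 314 with array weights. LOC100152327, ZSCAN9, ARHGAP22, GTSF1 and CLPS had the highest moderated t (0.31 to 1.54) and PUS7, AGTR1, RANBP17, WDR75 and RNF5 the lowest (-0.31 to -0.55). Adjusted over the list alone, WDR75 (0.0145) and the cargo receptor LMAN1 and the coat protein SEC23B (0.0430 each) passed, and 0 members did in the other 39 lists or over all genes. GSEA called 17 lists (9 higher and 8 lower), camera 18 with a preset and 0 with an estimated correlation, and the permutation of piglets 0 (lowest adjusted p 0.0887). 7 calls held without any 1 piglet, and the number of lists was 11 without pig 3 or pig 5. The other calls ended for fibroblast without pig 3, 5, 15 or 18 (0.0562 to 0.331), T cell without pig 2, 3, 4, 5, 13 or 14 (0.0562 to 0.176), cytotoxic cell without pig 2, 3, 5, 13 or 15 (0.0780 to 0.135), neutrophil without pig 4 or 5 (0.0562 to 0.140), type I interferon without pig 2 (adjusted p = 0.0618), chemokine and cytokine without pig 5 (adjusted p = 0.0562), matrix remodelling without pig 3, 5, 15 or 18 (0.0908 to 0.237), mitosis without pig 2 or 18 (0.725 to 0.951), proteasome without pig 3 or 18 (0.0542 to 0.147) and heat shock without pig 3 (adjusted p = 0.0612). Without pig 18 the mitosis list turned to a NES of 0.742. Among the settings, ranking by signal to noise ended the calls of the fibroblast, T cell, cytotoxic cell, neutrophil, matrix remodelling, proteasome, respiratory chain and heat shock lists (adjusted p 0.0551 to 0.608), array weights that of the neutrophil list (adjusted p = 0.195) and leaving out dim clusters those of the T cell, cytotoxic cell and mitosis lists (adjusted p 0.0788 to 0.151). Leaving out pigs 4 and 10 together ended the calls of T cell (0.0728) and neutrophil (0.0988), and leaving out pigs 4 and 22 ended the calls of T cell (0.0530) and neutrophil (0.144).

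Within the MCT diet, interferon genes were lower in CA by GSEA, with 0 genes that passed and adjusted p = 0.713 with an estimated correlation. Type I interferon genes were lower in CA MCT than in SA MCT in 25 of 26 cases (NES -2.53, adjusted p = 0.000432), led by RSAD2 (-0.83 ± 0.40), IRF9 (-0.28 ± 0.15), CMPK2 (-0.45 ± 0.25) and ZBP1 (-0.23 ± 0.13). Interferon gamma genes were lower in 27 of 32 (NES -1.86, adjusted p = 0.0132), led by SLA-DOB (-0.39 ± 0.17), PSMB9 (-0.34 ± 0.16), SLA-DQB1 (-0.23 ± 0.12) and PSMB8 (-0.23 ± 0.13), which encode parts of antigen presentation. DNA replication (NES -2.10, adjusted p = 0.000513), led by TIPIN (-0.25 ± 0.11), HELLS, GINS2 and POLA2 (-0.17 to -0.23), and the proteasome (NES -1.87, adjusted p = 0.0183), led by PSMA4 (-0.40 ± 0.090), PSMB6, PSMB5 and PSMC3 (-0.13 to -0.14), were lower too, and fibroblast markers were higher in 14 of 15 (NES 2.27, adjusted p = 0.000432), led by FN1 (0.22 ± 0.11), DCN, COL6A3 and COL1A2 (0.16 to 0.23). The adjusted p with an estimated correlation was 0.809 for DNA replication and 0.713 for the other 4 lists. In SA MCT pig 22 the mean of the type I interferon list was 1.01, against 0.15 ± 0.49 (SD, n = 6) for its group, and the difference of the list means was -0.29 ± 0.19 with and -0.12 ± 0.15 without it.

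The chloride channel accessory gene CLCA1 (0.90 ± 0.32) and the receptors CHRNA2 (0.46 ± 0.19) and HTR1B (0.36 ± 0.22), which the study named for CA piglets, were higher in CA MCT and did not pass. The neurotransmitter receptor list (NES 1.58, adjusted p = 0.0799, adjusted p = 0.713 with an estimated correlation) and the anion channel list (NES 1.27, adjusted p = 0.276, adjusted p = 0.791 with an estimated correlation) were not called. By limma 0 genes passed, with 141 higher and 148 lower at an unadjusted p under 0.05, and 467 in all without CA CON pig 4, which enters this comparison through the shared estimate of the spread. With array weights the proteasome subunit PSMA4 passed (adjusted p = 0.0243), as it did without pig 22 (0.0346), and adjusted over the list alone it was the 1 member of any list that passed (0.00212). The highest moderated t belonged to BUD31, KCNN1, LOC100523684, PFDN2 and TBX18 (0.24 to 0.43) and the lowest to CHIC1, TMEM104, ACVR1C, CCDC13 and PSMA4 (-0.35 to -0.40). GSEA called 5 lists, 1 higher and 4 lower, camera 9 with a preset and 0 with an estimated correlation, and the permutation of piglets 0 (lowest adjusted p 0.710). The number of lists was 8 without pig 8, 10, 20, 22 or 24, 9 without pig 23 and 12 without pig 21. 2 calls held without any 1 piglet, and the other calls ended for interferon gamma without pig 11, 12, 19 or 22 (0.0532 to 0.172), DNA replication without pig 10 (adjusted p = 0.133) and proteasome without pig 7 or 9 (0.0573 to 0.0605). Among the settings, ranking by signal to noise ended the calls of the fibroblast and proteasome lists (adjusted p 0.115 to 0.229), array weights that of the interferon gamma list (adjusted p = 0.159) and leaving out dim clusters those of the interferon gamma and proteasome lists (adjusted p 0.0745 each). Leaving out pigs 4 and 10 together ended the calls of DNA replication (0.241) and proteasome (0.0532), and leaving out pigs 4 and 22 ended the call of interferon gamma (0.0728).

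**Figure D2:**
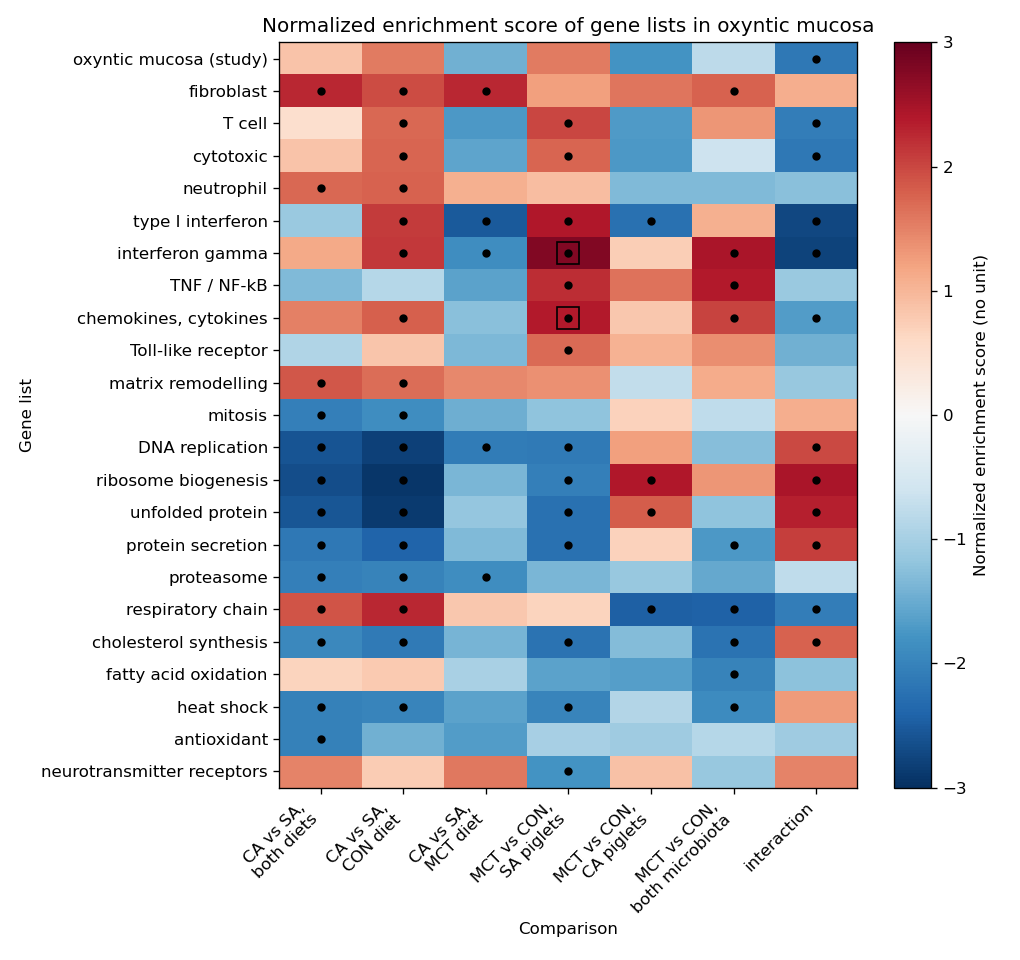
Normalized enrichment score (colour, no unit, red higher and blue lower in the first group named) of the 23 gene lists called in at least 1 comparison (y axis) in the 7 comparisons (x axis), where a point marks an adjusted p under 0.05 and a square a call that also held with an estimated correlation. The type I interferon list had 2.09 for CA against SA on the CON diet and -2.53 on the MCT diet.

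Diet was then compared within SA piglets. Chemokine and interferon genes were higher with MCT by GSEA, with 0 genes that passed and adjusted p = 0.00504 for chemokines, 0.0147 for interferon gamma and 0.311 for type I interferon with an estimated correlation. Chemokine and cytokine genes were higher in 27 of 36 (NES 2.38, adjusted p = 0.000151), led by the monocyte attractant CCL2 (0.57 ± 0.20), the neutrophil attractant CXCL2 (0.25 ± 0.095), CXCL10 (0.72 ± 0.30) and CXCL16 (0.29 ± 0.13). The mean of the list was -0.085 ± 0.045 in SA CON and 0.051 ± 0.058 in SA MCT (SD, n = 6), with every SA MCT piglet above every SA CON piglet (exact permutation p = 0.00216, the smallest that 924 regroupings give, adjusted p = 0.0887). The study housed the piglets in pens with automatic feeding. As the labels name no pen, penmates were taken as independent here and in the other comparisons. A difference between pens may be part of a difference between diets or associations. Interferon gamma genes were higher in 29 of 32 (NES 2.79, adjusted p = 0.000151), led by the immunoproteasome subunit PSMB9 (0.42 ± 0.16), CXCL10 (0.72 ± 0.30), GBP1 (0.37 ± 0.16) and the class I antigen SLA-3 (0.52 ± 0.23), with list means of -0.11 ± 0.12 and 0.093 ± 0.097 (SD, n = 6, exact permutation p = 0.00866, adjusted p = 0.177). These 2 calls were the only ones of 74 over the 7 comparisons that held with an estimated correlation (adjusted p = 0.00504 and 0.0147). When each of the 24 piglets was left out in turn the chemokine call held in all 24 (highest 0.0363), and the interferon gamma call ended without pig 15 (0.0607), pig 19 (0.0543) or pig 22 (0.0828). Without pigs 4 and 22 together both calls ended (adjusted p = 0.115 for chemokines and 0.187 for interferon gamma with an estimated correlation), and without pigs 4 and 10 that of interferon gamma (0.0645).

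**Figure D3:**
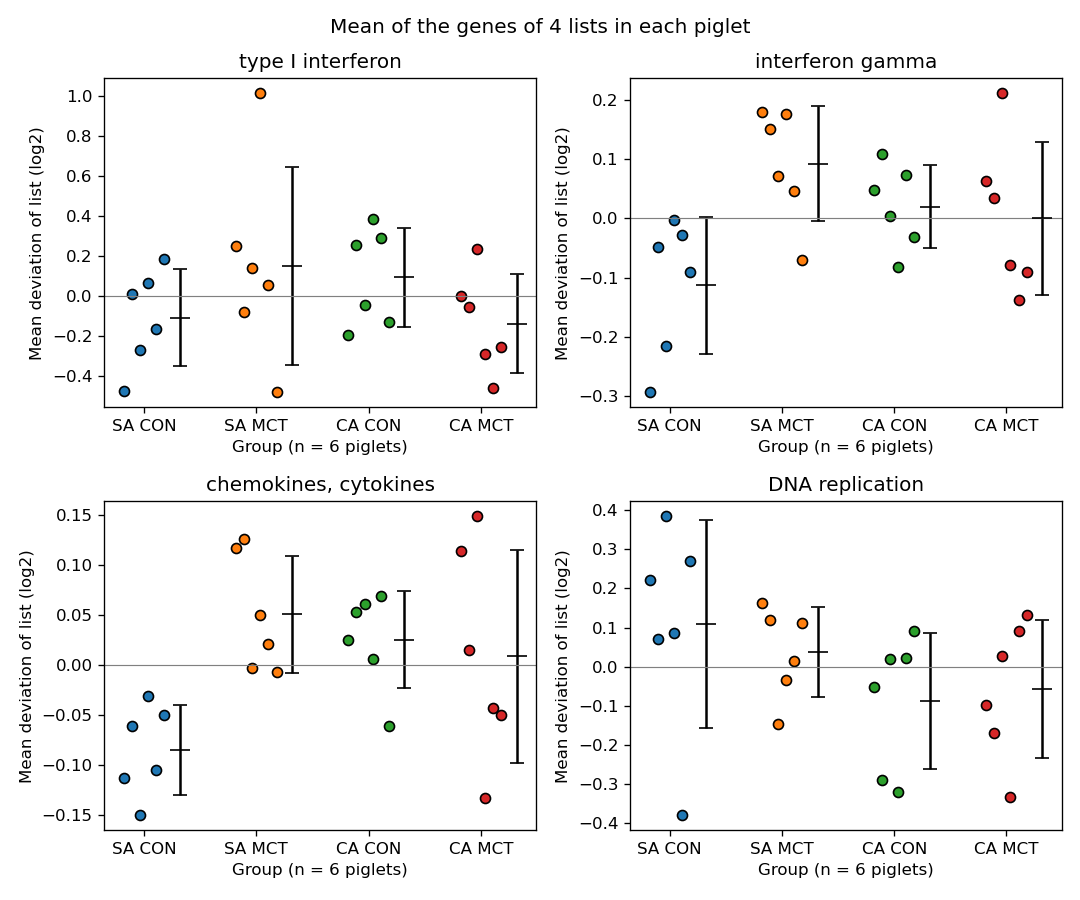
Mean deviation of the genes of 4 lists from their mean over all arrays (y axis, log2) in each piglet, by group (x axis, n = 6), with bars for the mean ± SD. The chemokine and cytokine list averaged -0.085 in SA CON and 0.051 in SA MCT, and 1 SA MCT piglet reached 1.01 in the type I interferon list.

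All 26 type I interferon genes were higher with MCT (NES 2.41, adjusted p = 0.000151), led by CXCL10 (0.72 ± 0.30), IRF9 (0.31 ± 0.15), IFIH1 (0.37 ± 0.20) and OASL (0.42 ± 0.24), with adjusted p = 0.311 with an estimated correlation. The difference of the means of this list was 0.26 ± 0.19 with all piglets and 0.087 ± 0.15 without pig 22. The TNF and NF-kB list (NES 2.22, adjusted p = 0.000374) was led by CCL2 (0.57 ± 0.20), CXCL2, IL1A and CXCL8 (0.25 to 0.49), T cell markers (NES 2.01, adjusted p = 0.00175) by CD5 (0.31 ± 0.14), LCK, CD8B and CTLA4 (0.13 to 0.19), and cytotoxic cell markers (NES 1.75, adjusted p = 0.0219) by GZMA (0.38 ± 0.22), KLRK1, NKG7 and CCL5 (0.29 to 0.32), each with adjusted p = 0.285 with an estimated correlation. Toll-like receptor genes were higher (NES 1.69, adjusted p = 0.0310), led by NLRP3 (0.28 ± 0.11), TIRAP, TRAF6 and TLR4 (0.12 to 0.16), with adjusted p = 0.293 with an estimated correlation. The matrix protease MMP3 (0.63 ± 0.22) and the chemokine CXCL11 (0.34 ± 0.23), named by the study for CA against SA, did not pass.

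Lower with MCT were all 14 cholesterol synthesis genes (NES -2.22, adjusted p = 0.000151), led by SQLE (-0.33 ± 0.13), HMGCS1 (-0.26 ± 0.13), NSDHL (-0.15 ± 0.091) and FDPS (-0.16 ± 0.10), with adjusted p = 0.112 with an estimated correlation. Unfolded protein genes (NES -2.24, adjusted p = 0.000151) were led by PDIA4 (-0.20 ± 0.079), DNAJB11, SDF2L1 and PDIA6 (-0.17 to -0.57) and protein secretion genes (NES -2.25, adjusted p = 0.000151) by TMED9 (-0.18 ± 0.075), CLTA, KDELR3 and CLTC (-0.12 to -0.24), each with adjusted p = 0.285 with an estimated correlation. DNA replication (NES -2.13, adjusted p = 0.000259), led by CDC6 (-0.34 ± 0.15), RPA1, MCM4 and WDHD1 (-0.14 to -0.21), ribosome biogenesis (NES -2.05, adjusted p = 0.000503), led by NCL (-0.30 ± 0.14), HEATR1, NOLC1 and WDR75 (-0.11 to -0.18), heat shock (NES -1.99, adjusted p = 0.00257), led by HSP90AA1 (-0.16 ± 0.092), HSPA4L, HSPE1 and FKBP4 (-0.10 to -0.24), and neurotransmitter receptors (NES -1.80, adjusted p = 0.00649), led by CHRNB4 (-0.17 ± 0.095), ADRB1, DRD3 and CHRNA2 (-0.14 to -0.22), were lower too. These 4 lists had adjusted p values with an estimated correlation of 0.810, 0.576, 0.503 and 0.576.

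By limma 0 genes passed (lowest adjusted p 1.00), and 222 had an unadjusted p under 0.05 (132 higher and 90 lower), or 349 without CA CON pig 4. The genes with the highest moderated t were NCR3, TRDMT1, TMEM215, ZNF286A and BBS9 (0.30 to 0.40), where NCR3 is a receptor of natural killer cells, and those with the lowest NCBP2, LOC100523684, PRPF19, RAB13 and PFDN2 (-0.20 to -0.35). Adjusted over the list alone 0 members passed in any of the 41 lists, as over all genes. GSEA called 14 lists, 7 higher and 7 lower, camera 13 with a preset and 2 with an estimated correlation, and the permutation of piglets 0. The number of lists was 9 without pig 13 or pig 22, 6 calls held without any 1 piglet, and the others ended for cytotoxic cell without pig 13, 15, 21 or 22 (0.0698 to 0.339), type I interferon without pig 22 (adjusted p = 0.122), TNF and NF-kB without pig 20 (adjusted p = 0.0623), Toll-like receptor without pig 13, 17, 20, 21, 22 or 24 (0.0516 to 0.198), DNA replication without pig 13, 15, 18, 21 or 22 (0.0609 to 0.532), ribosome biogenesis without pig 13 or 22 (0.0869 to 0.0983), heat shock without pig 13, 18, 21 or 22 (0.0698 to 0.154) and neurotransmitter receptor without pig 14, 16, 17 or 22 (0.0615 to 0.957). Among the settings, ranking by signal to noise ended the calls of the cytotoxic cell, Toll-like receptor, unfolded protein, protein secretion and heat shock lists (adjusted p 0.0666 to 0.728), array weights those of the Toll-like receptor, heat shock and neurotransmitter receptor lists (adjusted p 0.0744 to 0.613) and leaving out dim clusters those of the Toll-like receptor and neurotransmitter receptor lists (adjusted p 0.109 to 0.747). The call of cytotoxic cell (0.0586) ended without pigs 4 and 10 together, and the calls of cytotoxic cell (0.388), type I interferon (0.142), DNA replication (0.0627), ribosome biogenesis (0.104), heat shock (0.238) and neurotransmitter receptor (0.968) without pigs 4 and 22.

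Within CA piglets 4 lists differed between the diets by GSEA, 0 genes passed, and all 4 calls were lost with an estimated correlation (adjusted p = 0.984 for each). Type I interferon genes were lower with MCT in 21 of 26 (NES -2.23, adjusted p = 0.000279), led by OAS1 (-0.55 ± 0.24), USP18 (-0.57 ± 0.29), MX1 (-0.56 ± 0.31) and EIF2AK2 (-0.33 ± 0.18). Respiratory chain genes were lower in 26 of 28 (NES -2.45, adjusted p = 0.000279), led by NDUFB6 (-0.22 ± 0.10), ATP5H (-0.24 ± 0.11), NDUFB3 (-0.19 ± 0.098) and NDUFA2 (-0.14 ± 0.087). Ribosome biogenesis was higher in 24 of 28 genes (NES 2.40, adjusted p = 0.000279), led by GNL3 (0.44 ± 0.19), NOP2 (0.29 ± 0.14), POLR1B (0.17 ± 0.082) and RRS1 (0.34 ± 0.18), and unfolded protein in 21 of 29 (NES 1.81, adjusted p = 0.0306), led by HSPA5 (0.20 ± 0.099), ATF6 (0.10 ± 0.065), HYOU1 (0.20 ± 0.15) and SDF2L1 (0.34 ± 0.25). The mean of the ribosome biogenesis list was -0.50 in CA CON pig 4, against -0.13 ± 0.19 (SD, n = 6) in its group, and the difference between the diets was 0.12 ± 0.073 with and 0.049 ± 0.055 without this piglet. Of the genes that the study named in discussing the diet, TLR4 (0.27 ± 0.12), which it reported only as expressed, CCL2 (-0.072 ± 0.20) and CXCL10 (-0.064 ± 0.30) did not pass. CCL2 and CXCL10 changed sign between settings (CXCL10 0.19 with array weights, 0.16 without pigs 4 and 10 and 0.15 without pigs 4 and 22, CCL2 0.0020 without pigs 4 and 10).

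By limma 0 genes passed, with 180 higher and 147 lower at an unadjusted p under 0.05, or 219 and 249 after another quantile normalization and 197 and 203 with array weights. The extremes of moderated t were ASTE1, ANGPTL7, RANBP17, RLIM and UPK2 (0.29 to 0.43) and ZNF232, ATP6V1C2, UNCX, VMA21 and STPG2 (-0.32 to -0.41), where ATP6V1C2 is a subunit and VMA21 an assembly factor of the vacuolar proton pump. Adjusted over the list alone and over all genes, 0 list members passed. GSEA called 4 lists, 2 higher and 2 lower, camera 4 with a preset and 0 with an estimated correlation, and the permutation of piglets 0 (lowest adjusted p 0.989). The number of lists was 7 without pig 9 and 8 without pigs 4 and 10 together. The ribosome biogenesis and respiratory chain calls held without any 1 piglet, and the others ended for type I interferon without pig 11 (adjusted p = 0.0576) and unfolded protein without pig 2, 3, 6, 10 or 12 (0.0549 to 0.709). Among the settings, ranking by signal to noise ended the calls of the unfolded protein and respiratory chain lists (adjusted p 0.0815 to 0.777) and array weights those of the type I interferon, ribosome biogenesis and unfolded protein lists (adjusted p 0.0792 to 0.488). The call of unfolded protein (0.134) ended without pigs 4 and 10 together.

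Over both associations, chemokine, TNF and interferon gamma genes were higher with MCT, and genes of cholesterol synthesis and fatty acid oxidation were lower, by GSEA with 0 genes that passed and adjusted p = 0.295 to 0.699 with an estimated correlation. Within CA piglets the interferon gamma (NES 0.747) and chemokine lists (NES 0.810) were not called (adjusted p = 0.956 for each). Interferon gamma genes were higher in 25 of 32 (NES 2.45, adjusted p = 0.000232), led by SLA-DMA (0.17 ± 0.067), SLA-DQA1 (0.21 ± 0.091), GBP2 (0.15 ± 0.067) and CIITA (0.14 ± 0.062), where CIITA drives class II antigen expression. The TNF and NF-kB list (NES 2.37, adjusted p = 0.000232) was led by CXCL2 (0.18 ± 0.067), NFKBIA (0.14 ± 0.061), CXCL8 (0.26 ± 0.12) and IL1A (0.36 ± 0.17), and chemokines and cytokines (NES 2.02, adjusted p = 0.00218) by CXCL2 (0.18 ± 0.067), CCL8, CXCL16 and CXCL8 (0.19 to 0.26). All 14 cholesterol synthesis genes were lower (NES -2.21, adjusted p = 0.000232), led by FDPS (-0.18 ± 0.073), SQLE (-0.20 ± 0.090), STARD4 (-0.15 ± 0.087) and MSMO1 (-0.13 ± 0.081). Adjusted p with an estimated correlation was 0.312 for the TNF and NF-kB list and 0.295 for each of the other 3 lists. Fatty acid oxidation was lower in 21 of 25 genes (NES -2.01, adjusted p = 0.00261, adjusted p = 0.699 with an estimated correlation), led by the dehydrogenase ACADL (-0.16 ± 0.073), ACAA2 (-0.18 ± 0.10), HADHA (-0.12 ± 0.072) and PDK4 (-0.19 ± 0.15). Respiratory chain (NES -2.43, adjusted p = 0.000232), led by NDUFB9 (-0.13 ± 0.074), NDUFB8, NDUFC2 and ATP5A1 (-0.063 to -0.12), heat shock (NES -1.88, adjusted p = 0.0175), led by HSPA4L (-0.21 ± 0.12), HSPE1, FKBP4 and HSP90AA1 (-0.076 to -0.087), and protein secretion (NES -1.73, adjusted p = 0.0320), led by TMED9 (-0.11 ± 0.053), CLTA, KDELR3 and CLTC (-0.064 to -0.13), were lower, and fibroblast markers (NES 1.77, adjusted p = 0.0320), led by SPARC (0.063 ± 0.044), FN1, THY1 and COL1A2 (0.098 to 0.12), were higher, each with adjusted p = 0.952 with an estimated correlation.

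The values of CCL2 (0.25 ± 0.14), CXCL10 (0.33 ± 0.21) and TLR4 (0.21 ± 0.085) did not pass. By limma 0 genes did, with 149 higher and 105 lower at an unadjusted p under 0.05 (157 and 161 when quantile normalized again). Highest in moderated t were PTPRU, GPR52, LOC100156488, MUC13 and RBMS3 (0.19 to 0.71), where MUC13 is a membrane mucin, and lowest LOC100154334, GTSE1, PNMT, UNCX and ZNF646 (-0.20 to -0.39). Adjusted over the list alone and over all genes, 0 list members passed. GSEA called 9 lists, 4 higher and 5 lower, camera 8 with a preset and 0 with an estimated correlation, and the permutation of piglets 0 (lowest adjusted p 0.817). 5 calls held without any 1 piglet, and the others ended for fibroblast without pig 1, 4, 6, 7, 10, 12, 13, 15, 18, 19, 20, 22 or 23 (0.0520 to 0.699), protein secretion without pig 1, 4, 8, 13, 18, 21 or 23 (0.0520 to 0.242), respiratory chain without pig 9 (adjusted p = 0.117) and heat shock without pig 4, 9, 13 or 22 (0.172 to 0.239). Among the settings, ranking by signal to noise ended the calls of the fibroblast, protein secretion, fatty acid oxidation and heat shock lists (adjusted p 0.0968 to 0.550), array weights that of the heat shock list (adjusted p = 0.0856), leaving out dim clusters that of the fibroblast list (adjusted p = 0.0588) and the mean of all clusters of a gene that of the heat shock list (adjusted p = 0.0627). The calls of fibroblast (0.645) and heat shock (0.255) ended without pigs 4 and 10 together, and the calls of fibroblast (0.342) and heat shock (0.646) without pigs 4 and 22.

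The interaction asked whether the difference between CA and SA changed with the diet, and is negative where CA minus SA was lower on MCT than on CON. It was negative for interferon genes by GSEA, with 0 genes that passed and adjusted p = 0.294 for type I interferon and 0.223 for interferon gamma with an estimated correlation. The type I interferon list (NES -2.73, adjusted p = 0.000215) had 25 of 26 genes below 0, led by OAS1 (-0.76 ± 0.35), XAF1 (-0.71 ± 0.34), IRF9 (-0.44 ± 0.21) and IFIH1 (-0.58 ± 0.28), and the interferon gamma list (NES -2.77, adjusted p = 0.000215) 27 of 32, led by CXCL11 (-0.72 ± 0.32), PSMB9 (-0.47 ± 0.22), SLA-3 (-0.68 ± 0.32) and GBP1 (-0.45 ± 0.23). The group means of the type I interferon list were -0.11 ± 0.24 in SA CON, 0.15 ± 0.49 in SA MCT, 0.094 ± 0.25 in CA CON and -0.14 ± 0.25 in CA MCT (SD, n = 6). Without pig 22 the SA MCT mean was -0.022, and the interaction of the list means was -0.49 ± 0.27 with all piglets, -0.32 ± 0.21 without pig 22 and -0.26 ± 0.21 without pigs 4 and 22. For the interferon gamma list it was -0.23 ± 0.086 with all piglets and -0.23 ± 0.091 without pigs 4 and 22. Permutation of piglets gave p = 0.0609 for the type I list and 0.0226 for the interferon gamma list (adjusted p = 0.620 and 0.309).

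Negative too were the T cell (NES -2.08, adjusted p = 0.000985), cytotoxic cell (NES -2.14, adjusted p = 0.000338) and chemokine and cytokine lists (NES -1.68, adjusted p = 0.0251). They were led by CD5 (-0.48 ± 0.20), CD6, CD4 and LCK (-0.21 to -0.30), by GZMB (-0.45 ± 0.17), GZMA, KLRB1 and NKG7 (-0.40 to -0.61) and by CXCL11 (-0.72 ± 0.32), CCL2, CCL11 and CXCL10 (-0.57 to -0.78), and had adjusted p = 0.294, 0.223 and 0.118 with an estimated correlation. The study's oxyntic mucosa list was below 0 in 12 of 14 genes (NES -2.15, adjusted p = 0.000215, adjusted p = 0.704 with an estimated correlation), led by KCNE2 (-0.47 ± 0.25), AQP4 (-0.53 ± 0.37), KCNJ15 (-0.23 ± 0.17) and PHEROC (-0.83 ± 0.63), and its call ended without pig 18 (NES -1.31, adjusted p = 0.271). Respiratory chain genes (NES -2.08, adjusted p = 0.000338, adjusted p = 0.766 with an estimated correlation) were led by ATP5H (-0.32 ± 0.16), NDUFA2, NDUFB6 and NDUFB3 (-0.22 to -0.25). Of the genes that the study named, MMP3 (-0.92 ± 0.31), CXCL11 (-0.72 ± 0.32), CCL2 (-0.64 ± 0.29) and CXCL10 (-0.78 ± 0.42) had negative values and did not pass.

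The interaction was positive for ribosome biogenesis (NES 2.44, adjusted p = 0.000215), led by HEATR1 (0.27 ± 0.10), GNL3, NCL and WDR75 (0.22 to 0.62), and for unfolded protein (NES 2.33, adjusted p = 0.000338), led by SDF2L1 (0.91 ± 0.36), HSPA5, DNAJB11 and PDIA4 (0.24 to 0.38), each with adjusted p = 0.294 with an estimated correlation. Without pig 4 the interaction of the ribosome biogenesis means fell from 0.19 ± 0.10 to 0.12 ± 0.077. It was also positive for DNA replication (NES 1.97, adjusted p = 0.00233), led by CDC6 (0.33 ± 0.21), RFC3, RPA1 and CHEK1 (0.15 to 0.32), protein secretion (NES 2.07, adjusted p = 0.00153), led by LMAN1 (0.31 ± 0.15), CLTA, SAR1A and SEC23B (0.13 to 0.22), and cholesterol synthesis (NES 1.78, adjusted p = 0.0251), led by ACAT2 (0.47 ± 0.28), HMGCS1, SQLE and HSD17B7 (0.26 to 0.28). With an estimated correlation these had adjusted p = 0.793, 0.704 and 0.704.

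By limma 0 genes passed (lowest adjusted p 1.00), with 138 above and 137 below 0 at an unadjusted p under 0.05 (201 and 283 with array weights). The highest moderated t were those of UPK2, FMO1, CCDC170, ANGPTL7 and LOC100523684 (0.34 to 0.73) and the lowest those of FLT3LG, STPG2, ATP6V1C2, FOXL1 and VMA21 (-0.41 to -0.56), where FLT3LG is a growth factor of dendritic cells. Adjusted over the list alone, TGM1 of the squamous epithelium list, which was not called, passed (0.0496), and 0 members did in the other 40 lists or over all genes. GSEA called 12 lists, 5 above and 7 below 0, camera 12 with a preset and 0 with an estimated correlation, and the permutation of piglets 0 (lowest adjusted p 0.309). 7 calls held without any 1 piglet, and apart from the oxyntic mucosa list the others ended for DNA replication without pig 2, 4, 15, 18 or 21 (0.0790 to 0.147), protein secretion without pig 13 (adjusted p = 0.147), respiratory chain without pig 9 (adjusted p = 0.0654) and cholesterol synthesis without pig 15 or 18 (0.0670 to 0.115). Array weights, leaving out dim clusters, the mean of all clusters of a gene and ranking by the log2 difference ended 0 of the 12 calls. The calls of cytotoxic cell (0.0551), chemokine and cytokine (0.0669) and DNA replication (0.311) ended without pigs 4 and 22 together.

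In none of the 7 comparisons did GSEA call the other 18 lists. Their lowest adjusted p values over the comparisons belonged to myeloid cells (0.0703), endothelium (0.0747), lipogenesis (0.0912), complement and coagulation (0.0997), glycolysis and hypoxia (0.144) and B cells (0.214). For the lists of structural cell types, some of them of other tissues, these were the intestinal epithelium (0.255), smooth muscle (0.257), squamous epithelium (0.262), nerve (0.356), parietal cells (0.363), endocrine cells (0.470), mucous cells (0.513) and chief cells (0.670). For the remaining groups they were adipocytes (0.222), plasma cells (0.261), anion channels (0.276) and epithelial defence (0.456).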

Values the study reported

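The study matched the transcripts on its arrays to 13,406 human gene names. Its own list for the oxyntic mucosa held 19 genes and was higher in CA than in SA piglets at both ages. At 3 weeks of age it found 10 Hallmark gene sets higher in CA than in SA piglets, and 6 sets lower at both ages, with another 8 lower at 3 weeks.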

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

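The test of pig 4 against an intensity trend, the permutation of piglets and the fits without named piglets were chosen only after the results they concern had been seen, as were the bootstrap intervals of the marker medians and the list means without pigs 4 and 22, and both tests of the interferon gamma list alone. In 7 of 12 groups of 6 array values, 1 piglet lay further from the rest than Dixon's critical value allows, where chance gives about 1 in 20. All 7 came from pigs 4, 10 and 22, and the 12 groups hold related measures of the same arrays, so they are not independent. CA CON pig 4 had a median intensity of 23.13, a median correlation of 0.946 with the other arrays and a median absolute log2 deviation of 0.36 from the median of each transcript cluster over all arrays. For CA MCT pig 10 the correlation was 0.975 and the deviation 0.22, and for SA MCT pig 22 they were 0.981 and 0.19. For list means, only the lists called in at least 1 comparison were checked. Among these 92 groups 4 held such a piglet, against about 1 in 20 by chance. They were the antioxidant list in SA CON pig 18 (0.49), neurotransmitter receptors in SA MCT pig 22 (-0.24), the proteasome in CA MCT pig 12 (0.079) and ribosome biogenesis in CA CON pig 4 (-0.50). The rate in the uncalled lists is not known. Among those, the B cell list in CA CON ran from -0.056 to 0.54, with a mean of 0.079. The smooth muscle list in CA MCT ran from -0.22 to 0.60, with a mean of 0.024.

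The difference between CA and SA changed with the diet for 12 lists in the interaction test by GSEA. The NES was -2.77 for interferon gamma, -2.73 for type I interferon, -2.15 for the oxyntic mucosa list, -2.14 for cytotoxic cells, -2.08 for the respiratory chain, -2.08 for T cells and -1.68 for chemokines and cytokines. It was 2.44 for ribosome biogenesis, 2.33 for unfolded protein, 2.07 for protein secretion, 1.97 for DNA replication and 1.78 for cholesterol synthesis. With all piglets and an estimated correlation 0 of the 12 held.

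The arrays of pigs 4 and 10 stood apart from their groups. A trend with intensity alone is argued against, because with this trend removed the median absolute log2 deviation was still 0.28 for pig 4 and 0.20 for pig 10, above the highest of the other 22 arrays (0.19). Tissue of another kind in pig 4 stays open: the highest median deviation of a marker list of other tissues was 0.20 (95% bootstrap interval -0.053 to 0.79, mesothelial list). In that list 3 genes lay above all of the other 22 arrays, which leave out pigs 4 and 10. Serosal tissue in pig 10, where WT1, BNC1 and ALOX15 first raised the question, may be a source. Of the 7 other mesothelial genes 4 lay above all of these 22 arrays, but the median deviation of the 7 was 0.27 (0.032 to 1.08). Both medians were under the bound of 0.5 written beforehand, but the intervals reached above it, so neither question could be decided. No other biological explanation was tested.

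The interferon lists were higher in CA than in SA on the CON diet and lower on the MCT diet. For the interferon gamma list, pigs 4 and 22 as the whole cause of the interaction are argued against, since that of its means was -0.23 (95% interval -0.40 to -0.046) with all piglets and -0.23 (95% interval -0.42 to -0.038) without both, although its lower value on the MCT diet then lost its call (0.0728) with the mean difference going from -0.092 ± 0.061 to -0.076 ± 0.064. For the type I list it stays open whether they carry it: without both, its interaction had an adjusted p of 0.00222 by GSEA, under the bound of 0.05 written beforehand, but this takes genes as independent, and that of the list means went from -0.49 (95% interval -1.04 to 0.064) to -0.26 (95% interval -0.71 to 0.19), while the calls of cytotoxic cells (0.0551), chemokines (0.0669) and DNA replication (0.311) ended. Genes of a list vary together within a piglet, and this may account for the low p of GSEA in the type I list, where the permutation of piglets gave p = 0.0609, and stays open in the interferon gamma list, where it gave p = 0.0226, or 0.309 when adjusted over the 41 lists. Different numbers of immune cells may be part of it too. The interferon gamma genes outside the T cell, cytotoxic and myeloid lists were regressed on those lists. This made their interaction 72.6% smaller, from -0.23 to -0.062 (r = 0.830 over 24 piglets). The cell lists had an interaction of -0.16 themselves, so the fall cannot tell cell numbers from a response that both kinds of list share. Whether cell numbers or the response of each cell differed cannot be read from tissue arrays, and an effect of microbiota and diet stays open, as does the room.

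CA CON and SA MCT piglets differed from SA CON in the same direction over many genes (r = 0.411, same sign in 63.2% of genes). Both comparisons share the SA CON arrays, and unchanged groups simulated against shared controls gave r = 0.5001. The covariance was 0.00609 against 0.00952 in the simulation. With the SA CON arrays split into 3 and 3, the mean correlation was -0.0729 (-0.255 to 0.0892 over 20 splits). The shared arrays may therefore account for the likeness of the 2 comparisons over all genes.

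Other groupings of the piglets, 100 per comparison with the real one, gave as many called lists too often for chance to be excluded in any comparison. For CA against SA over both diets, within CON and within MCT, 14, 7 and 70 groupings gave at least the real number (13, 17 and 5), with at most 18, 18 and 20 in another grouping. For MCT against CON in SA piglets, in CA piglets and over both, 25, 63 and 39 did (real 14, 4 and 9, highest other 20, 12 and 16), and for the interaction 24 (real 12, highest other 18). For genes at an unadjusted p under 0.05 the same 7 comparisons had 45, 68, 65, 86, 91, 90 and 85 such groupings (real 450, 465, 289, 222, 327, 254 and 275). The highest of the other groupings had 1181, 1197, 850, 750, 1928, 1598 and 915 genes, several times the real counts in some comparisons, which may come from a structure among the piglets or from single arrays such as that of pig 4 and was not tested.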

How the results depend on the processing

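The fits without piglets and the permutation of piglets were chosen after the data had been seen. Of the 74 list calls, 41 were kept under every planned setting of GSEA and 33 were lost under at least 1, 71 were kept by camera with the preset correlation and 2 with an estimated one, and the cause of the losses was not tested. The number of called lists with an estimated correlation was 0 for CA against SA over both diets, within CON and within MCT, 2 for MCT against CON in SA piglets, and 0 in CA piglets, over both and for the interaction. Within CON it became 1 (chemokines and cytokines) without pig 6, 9 or 10. For the interaction it became 1 without pig 6 and 2 without pig 9 or pig 23, chemokines and cytokines each time among them. By permutation of piglets it was 0 in all 7, which for 6 against 6 partly follows from the design, since 1 list alone at the smallest exact p of 0.00216 has an adjusted p of 0.0887. Ranking by signal to noise gave 7 lists (13 in the main test) for CA against SA over both diets, 9 (17) within CON, 2 (4) for MCT against CON in CA piglets and 5 (9) over both associations. For CA against SA within MCT (5 lists) the preset correlation gave 9, array weights 8, leaving out dim clusters 3 and the study's thresholds 13. For MCT against CON in CA piglets (4 lists) these thresholds gave 10, leaving out dim clusters 7, the mean of clusters 7, and leaving out pigs 4 and 10 gave 8. Without each piglet in turn the counts ranged from 10 to 16, 11 to 19, 4 to 12, 9 to 16, 4 to 7, 6 to 13 and 10 to 14 lists in the order of the comparisons above. Genes that passed numbered 0 in every comparison and setting but for 1 with array weights in CA against SA over both diets (RNF5) and within MCT (PSMA4), where the fits without each piglet gave 0 to 1 and that without pigs 4 and 22 gave 1.

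Genes at an unadjusted p under 0.05 with array weights numbered 824, 616, 510, 420 and 484 in CA against SA over both diets and within MCT, in MCT against CON in SA piglets and over both, and in the interaction. Leaving out dim clusters, which tests fewer genes, gave 181, 188 and 158 in CA against SA within MCT and MCT against CON in CA piglets and over both. Fitting only the arrays of MCT and CON CA piglets gave 211, and testing all clusters, which are more, gave 540 to 1064. Without pigs 4 and 10 there were 435 in SA and 210 in CA piglets between diets, and without pigs 4 and 22 619 in CA against SA within MCT, 439 between diets in SA piglets and 602 in the interaction.

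Reversed were 1 list and the values of 6 genes. The mitosis list in CA against SA within CON had a NES of -2.71 to 0.742 without each piglet in turn, with the highest without pig 18. Over both diets ATP4A became 0.0045 with array weights, 0.013 without pigs 4 and 10 and 0.0045 without pigs 4 and 22, and KCNE2 -0.020, -0.050 and -0.0070. Within CON, GZMH became -0.0034 when normalized again and PSMA5 0.020 with the mean of clusters. For MCT against CON in CA piglets CXCL10 became 0.19, 0.16 and 0.15 under the same 3 settings as ATP4A, and CCL2 0.0020 without pigs 4 and 10. The cause was not tested. The other 2772 recomputed values of named genes kept their direction and their side of the threshold, and RNF5 and PSMA4 passed as given above. Leaving out dim clusters, the nearest test of the signal over background, ended 9 list calls and kept 63, and the 2 neutrophil calls could not be tested with it.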

Other observations

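The means of several lists varied widely between piglets of 1 group. In SA CON pig 18 the parietal cell list was -0.61 and the oxyntic mucosa list -0.55 log2 units from the mean over all arrays, while mitosis genes lay at 0.53, antioxidant genes at 0.49 and proteasome genes at 0.28. In SA CON pig 17 the mitosis list was at -0.54. Smooth muscle genes lay at 0.60 in CA MCT pig 7 and at 0.68 in SA CON pig 14. Over the groups the parietal cell list averaged 0.026 ± 0.10 in CA CON, -0.045 ± 0.15 in CA MCT, -0.010 ± 0.31 in SA CON and 0.029 ± 0.13 in SA MCT (SD, n = 6).

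In CA MCT pig 10 the mesothelial genes WT1, BNC1 and ALOX15 were 2.98, 2.73 and 3.30 log2 units above the gene means with the intensity trend removed, and complement C3, which other cells also express, was 1.62 above (level 9.38, against a mean of 7.84 in the other arrays). The highest value of WT1 in any other array was 0.29. Of the other genes of that list, UPK1B was at 1.08 and CALB2 at -0.41. These genes were looked at after the array had been seen to stand apart.

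The gene sets that the study counted come from other catalogues than the lists tested here, so their numbers were not compared.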
